A study of Mus musculus with 18 samples. Its data were reported in "Urolithin A provides cardioprotection and mitochondrial quality enhancement preclinically and improves human cardiovascular health biomarkers" (2025).

How the data were processed

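Heart RNA was sequenced from male C57BL/6Rj mice that started at 21 months (old) or 8 weeks (young) of age and received vehicle or urolithin A (UA), a gut microbial metabolite of ellagitannins, by oral gavage for 8 weeks. Per the study's methods, RNA came from cryosections of the left ventricle, libraries were strand-specific and poly-A selected, read pairs were aligned with STAR to the GRCm38 mouse genome, and htseq-count assigned them to genes of the Ensembl annotation. The deposited values are the authors' raw counts per gene, as whole numbers with no normalisation, in 1 table of 54532 rows and 18 columns. No column was left unmatched to a sample. Groups were taken from the labels, which gave 4 Young, 5 Young UA, 6 Old and 3 Old UA columns.

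The table holds counts with no gene identifier, and the files do not pair its rows with genes. Rows were therefore cited by their position in the table, counted from 1 below the header, and no gene was named. The gene list tests, the gene list levels per mouse and the genes chosen by name, all written before the data were examined, were not run for this reason. Leaving out genes encoded by mitochondrial DNA and correcting for GC content and gene length were not run either.

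All pairs of columns were compared over all rows. The columns of Young replicates 1 and 4 held identical values in all 54532 rows, as did those of Old replicates 2 and 5. Other pairs of columns differed in 94.0% to 97.7% of the rows with a count in either. Each identical pair was counted as 1 library, which left 16 distinct libraries (3 Young, 5 Young UA, 5 Old and 3 Old UA). The files do not show which of the mice in each pair the values belong to. The design fixed beforehand had all 18 columns in the model, so this is a departure from it. The values from all 18 columns are given as an alternative.

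Differential expression was tested in R 4.3.3 with edgeR 4.0.16, using TMM normalisation, rows with at least 10 counts in total (39926 rows), robust dispersion estimates and the quasi-likelihood F-test. All distinct libraries entered 1 model with 4 groups and no covariate, which left 12 residual degrees of freedom. The model shared 1 dispersion per row among the groups. Its p-values may therefore be too small between groups that spread more and too large between groups that spread less. P-values were adjusted by the Benjamini-Hochberg method and the threshold was 0.05. The contrasts were Old vs Young, Old UA vs Old, Young UA vs Young, Old UA vs Young, and the interaction, which is the UA difference in old mice minus that in young mice. Levels are given as CPM, the count scaled to the TMM-adjusted library size.

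The rows printed were chosen by smallest p among those past the threshold whose CPM ranges did not overlap between the groups and whose mean was at least 1 CPM in either group. The rule fixed beforehand allowed 3 in each direction and required a gene symbol. Because rows had no identifier, at most 2 in each direction were printed.

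Principal components were computed as in the study's methods, from DESeq2 1.42.0 variance-stabilised counts of the 1000 most variable rows. This summary, the measures per library and the spread between libraries were not in the design fixed beforehand. Single values were compared by two-sided exact permutation tests over all splits of the libraries. To compare the number of rows with a count, each library was thinned without replacement to the 16470313 counts of the smallest.

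The tests were checked on simulated counts with 200 rows changed by 1 on the log2 scale. These were drawn from the mean of each row over all libraries, 1 dispersion per row and the real library sizes. Simulated old and young libraries thus had the same dispersion, while the real old libraries spread more. The shares of false calls may therefore differ in the real contrasts. For Old vs Young, over 37774 rows, edgeR called 146 of the 200 changed rows and 23 unchanged rows. For Old UA vs Old, over 37701 rows, it called 138 changed and 26 unchanged rows. For Young UA vs Young, over 37719 rows, it called 143 changed and 47 unchanged rows. For Old UA vs Young, over 37737 rows, it called 110 changed and 20 unchanged rows. In each of these simulations the share of unchanged rows among the calls was above the 5% that the threshold aims at. On the same simulated counts the bias-adjusted fit called 136 changed and 5 unchanged rows for Old vs Young, 136 and 17 for Old UA vs Old, 134 and 15 for Young UA vs Young, and 102 and 4 for Old UA vs Young. Its share of unchanged rows was under 5% for Old vs Young and Old UA vs Young and above it for the other contrasts.

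Alternatives fixed before the data were examined were DESeq2 size factors, the DESeq2 Wald test, filterByExpr, a total of at least 1 count, only the groups in the contrast, the run of library numbers as a term, and leaving out each library in turn. Alternatives chosen after seeing the data were all 18 columns, leaving out the 8 rows with the most counts, limma-voom (limma 3.58.1) with library quality weights, a bias-adjusted quasi-likelihood fit in edgeR, and the number of rows detected at equal depth as a term. The library numbers in the labels fall into 2 runs. The first run holds 3 Young, 4 Young UA, 4 Old and 1 Old UA library, and the second holds 0 Young, 1 Young UA, 1 Old and 2 Old UA libraries. The labels do not say whether the runs are batches.

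The share of age-related rows reversed in Old UA was set beside 20 simulations in which all libraries were redrawn and Old UA had the means of Old, and beside 20 in which only the Old UA libraries were redrawn. The latter keep the chance values of the real Old libraries as if they were true means, so they do not include the effect of sharing those libraries. The redrawn libraries, added after seeing the data, include it, but take fitted means as true and so have more rows that differ with age than the real ones. The share was also set beside the mean over 20 ways of using separate Old libraries for the Old vs Young and the Old UA vs Old contrasts. The direction of the rows called in Old vs Young was also checked in Old UA minus Young UA, as differences of mean log2 CPM with a prior count of 2, since these libraries are in neither of those groups. The spread of a library was its mean squared difference in log2 CPM from the mean of its group, multiplied by n/(n - 1) for a group of n libraries.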

Results

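RNA from the left ventricle was sequenced in young and old mice given vehicle or UA for 8 weeks. The 18 columns held 16 distinct libraries, because the columns of Young replicates 1 and 4 were identical in every row, as were those of Old replicates 2 and 5. These pairs differed by less than the sampling noise and each was counted as 1 sample. The groups therefore had 3 Young, 5 Young UA, 5 Old and 3 Old UA libraries. Total counts per library ranged from 16470313 in Young UA replicate 5 to 47623699 in Old UA replicate 3, and the next highest was 32828529 in Young UA replicate 2. A single row took 15.5% to 19.2% of the counts of each library, and the 8 rows with the most counts took 50.0% to 58.9%. The biological coefficient of variation over the 16 libraries was 23.9%.

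Principal components of the 1000 most variable rows gave an overall view of the libraries. The first component held 46.4% of the variance. Young libraries lay at -9.01 ± 1.81 (SD, n = 3) on it and Young UA libraries at -9.88 ± 0.724 (SD, n = 5). Old libraries lay at 8.97 ± 9.22 (SD, n = 5) and Old UA libraries at 10.5 ± 6.63 (SD, n = 3). The Old minus Young difference was 17.97 (two-sided exact permutation test, p = 0.0357, 0.214 after Benjamini-Hochberg adjustment over 8 tests). Within the first run of library numbers it was 19.9 (3 Young and 4 Old libraries, exact permutation p = 0.0286, the smallest that 35 splits can give). Old UA differed from Old by 1.56, less than the spread between replicates (exact permutation p = 0.804). The first run held 1 Old UA library, so this difference had no test within it. Young UA differed from Young by -0.87 (exact permutation p = 0.393). With 3 libraries against 3, Old UA vs Young cannot reach a p below 0.1, and the exact permutation p was 0.1. On the second component (11.9% of the variance) Young UA differed from Young by -5.59 (exact permutation p = 0.0536, 0.214 after Benjamini-Hochberg adjustment over 8 tests). The second component followed the number of rows detected at equal depth (Pearson r -0.76, permutation p = 0.00072, 0.0017 after Benjamini-Hochberg adjustment over 6 tests). A difference in rows detected is therefore a candidate source besides UA and chance. For the other contrasts on the second component the exact permutation p was 0.411 to 0.8.

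**Figure D1:**
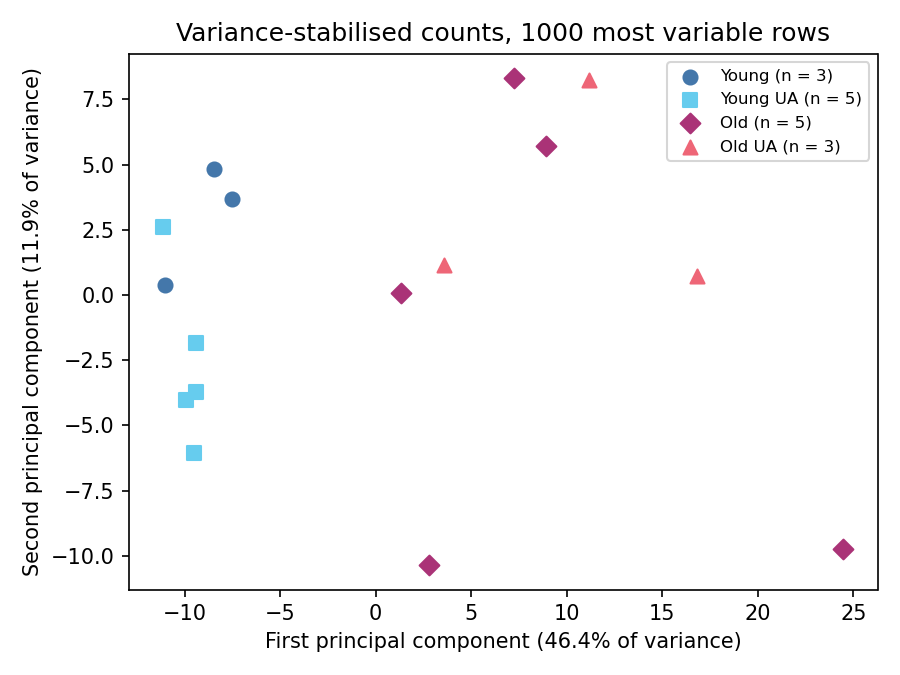
First and second principal components (unitless scores) of variance-stabilised counts, with each point a library and each marker a group. Young and Young UA libraries lie below 0 on the first component and Old and Old UA libraries lie above 0.

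The Old vs Young contrast asked which genes differed with age in vehicle-treated mice. Of 39926 rows tested, 271 differed at the threshold (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment), 144 higher and 127 lower in Old. In 234 of these the CPM ranges of the groups did not overlap. Over all rows tested, 4.66% had ranges that did not overlap, against 3.57% by chance. The median absolute log2 fold change of the rows called was 0.92. The median log2 fold change over all rows tested was 0.10, and it was -0.01 over the 15037 rows above 1 CPM. The count depended on the processing. Apart from leaving out a library, the alternative that moved it most was the use of all 18 columns as deposited, which gave 702. In simulated counts of this contrast (37774 rows), the test called 23 unchanged rows beside 146 changed rows, so some of the calls are expected to be false. Leaving out Young replicate 1, 2 or 3 gave 119, 131 and 102 rows, and leaving out Old replicate 1 gave 176. Of the other splits of these 8 libraries into 3 and 5, 27 gave at least 1 row.

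Row 7851 had the smallest p among the rows that were higher in Old. Its level was 0.696 ± 0.269 CPM (SD, n = 3) in Young and 9.78 ± 2.06 CPM (SD, n = 5) in Old, with a log2 fold change of 3.77 (SE 0.31, edgeR adjusted p = 1.53e-09). Row 10620 rose from 1.58 ± 0.206 CPM (SD, n = 3) to 7.20 ± 3.08 CPM (SD, n = 5), with a log2 fold change of 2.19 (SE 0.26, edgeR adjusted p = 4.52e-08). Row 12916 fell from 34.5 ± 2.68 CPM (SD, n = 3) to 17.5 ± 4.02 CPM (SD, n = 5), with a log2 fold change of -0.98 (SE 0.14, edgeR adjusted p = 8e-06). Row 4085 fell from 10.5 ± 0.44 CPM (SD, n = 3) to 3.98 ± 1.70 CPM (SD, n = 5), with a log2 fold change of -1.40 (SE 0.20, edgeR adjusted p = 8.08e-06). In Old UA these rows stood at 11.0 ± 4.92, 6.92 ± 0.324, 19.9 ± 4.02 and 4.61 ± 0.182 CPM (SD, n = 3). None of them differed between Old UA and Old, with edgeR adjusted p-values of 0.928, 0.983, 0.830 and 0.883. Each of the 4 remained past the threshold in Old vs Young under all 19 alternatives.

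**Figure D2:**
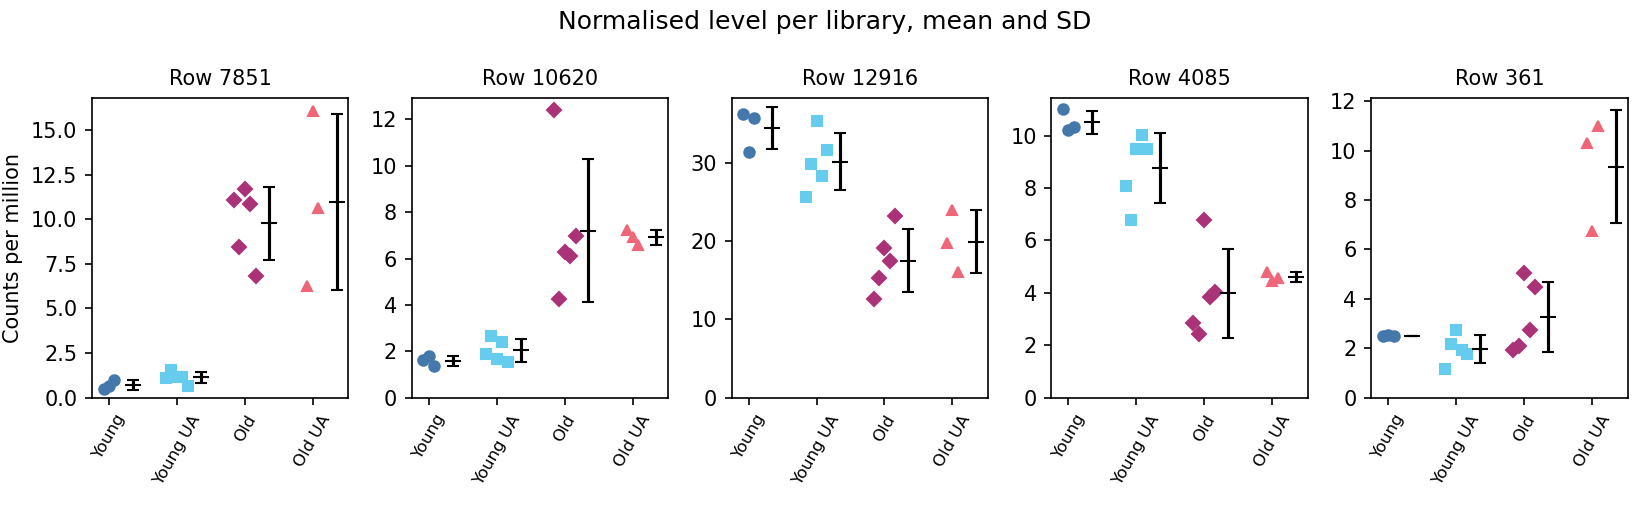
CPM, the count scaled to library size (y axes, linear from 0), of 5 rows in each library by group, with the mean and SD in black beside the points. Rows 7851 and 10620 are higher and rows 12916 and 4085 lower in Old than in Young, and row 361 is higher in Old UA than in Old.

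The Old UA vs Old contrast asked whether UA changed expression in old hearts. A single row, row 361, passed the threshold, and 2925 rows (7.33%) had an unadjusted p under 0.05, against 1996 if p-values were uniform and a median of 2951 in other splits of the same libraries. The other splits had a similar count, so the excess over 1996 does not point to UA. The fit shared 1 dispersion per row among the groups, and old libraries spread more than young libraries. With only the groups in the contrast, 1561 rows had an unadjusted p under 0.05 in edgeR, and row 361 had an edgeR adjusted p of 0.445. DESeq2 called 17 rows, 4 higher and 13 lower in Old UA, and limma-voom called 1. Row 361 stood at 3.25 ± 1.41 CPM (SD, n = 5) in Old and 9.36 ± 2.27 CPM (SD, n = 3) in Old UA, with a log2 fold change of 1.53 (SE 0.24, edgeR adjusted p = 0.00462), and all 3 Old UA libraries lay above all 5 Old libraries. It lost significance under 4 of 19 alternatives, including the fits without Old replicate 4 (edgeR adjusted p = 0.0969) and without Old UA replicate 3 (0.0870), and over the alternatives the adjusted p ranged from 1.99e-08 to 0.445. The alternative that moved the number of rows most was a filter at a total of at least 1 count, which gave 92. Leaving out Old replicates 1, 3, 4 and 6 gave 20, 42, 0 and 8 rows, and leaving out Old UA replicates 1, 2 and 3 gave 5, 16 and 0.

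The Young UA vs Young contrast gave the UA difference without age. No row passed the threshold with edgeR (0 of 39926), and 1711 rows had an unadjusted p under 0.05, against 1996 if p-values were uniform and a median of 1441 in other splits of the same libraries. DESeq2 and limma-voom also called 0, with 930 and 2532 rows at an unadjusted p under 0.05. That number was 2108 in edgeR with only the groups in the contrast, so whether it exceeded 1996 depended on the fit. Without Young replicate 1 or Young replicate 3, edgeR called 1 row. The test of whether the UA difference depended on age also called 0 rows with edgeR, DESeq2 and limma-voom, with 3282 rows at an unadjusted p under 0.05 in edgeR, 2055 in DESeq2 and 2946 in limma-voom. Other assignments of UA within each age had a median of 2258 such rows in edgeR, and 5 of 50 assignments, the real one included, had at least 3282. The median interaction log2 value over all rows tested was -0.19, and it was 0.08 over the rows above 1 CPM. Leaving out Young UA replicate 3, Old replicates 1, 3 and 6, or Old UA replicate 2 gave 1, 2, 1, 2 and 5 rows.

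The Old UA vs Young contrast set treated old mice against vehicle-treated young mice, and so combined age and UA. It had 350 rows past the threshold, 205 higher and 145 lower in Old UA. Apart from leaving out a library, a total of at least 1 count moved this count most, to 789. It was 208, 194 and 196 without Young replicates 1, 2 and 3 and 112 without Old UA replicate 3, the library with the most counts. Of the 271 rows that differed in Old vs Young, 270 had the same direction in Old UA vs Young and 146 (53.9%) also passed the threshold there. These contrasts share the Young libraries. In 20 simulations where all libraries were redrawn and Old UA did not differ from Old, 1284 to 1469 rows differed in Old vs Young, and 39.8% to 46.0% of them (mean 43.7%) also passed the threshold in Old UA vs Young. With only the Old UA libraries redrawn, 309 to 344 rows differed and the share was 56.2% to 66.7% (mean 63.1%). In 5 simulations where Old UA did not differ from Young the share was 0%. Over the 271 rows, the median log2 difference in the direction of age was 0.92 for Old vs Young and 0.89 for Old UA vs Young.

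Among the 271 rows, 159 (58.7%) had an Old UA minus Old difference opposite in sign to the age difference. The share was 58.7%, 73.4% and 38.4% when Old UA replicates 1, 2 and 3 were taken singly (56.8% ± 17.6, SD, n = 3). Both contrasts use the Old libraries. When all libraries were redrawn and Old UA did not differ from Old, the share averaged 69.0% (65.96% to 71.44%, 20 simulations), above the observed share. With only the Old UA libraries redrawn, which leaves out the effect of sharing, it averaged 50.1% (46.6% to 54.7%). When Old UA was simulated not to differ from Young the share was 100%. With separate Old libraries for the contrasts the mean share was 42.9%, and it ranged from 24.3% to 72.7% over 20 ways of dividing them. Over all 56 ways of assigning the 8 old libraries to groups of 3 and 5, the share ranged from 27.3% to 94.0%, and 38 of them gave a share at least as high as the real groups.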

Values the study reported

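The study described 4 samples of young mice, 5 of young mice given UA, 6 of old mice and 3 of old mice given UA. Genes with fewer than 10 counts in total were left out before testing.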

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

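The use of all 18 columns, the 8 rows left out, limma-voom, the bias-adjusted fit, the term for rows detected and the tests on copied columns and on prior degrees of freedom were chosen after seeing the data.

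The number of rows that differed in Old vs Young was within 1.5 times the reported 271 under 6 of 11 alternatives other than leaving out a library. It was 485 with DESeq2, 176 with filterByExpr, 639 with a total of at least 1 count, 702 from all 18 columns as deposited and 135 with only the groups in the contrast. For Old UA vs Old, where 1 row was reported, DESeq2 gave 17, filterByExpr 0, a total of at least 1 count 92, the run of library numbers as a term 4, rows detected at equal depth as a term 2 and only the groups in the contrast 0. For Young UA vs Young and the interaction, where 0 were reported, a total of at least 1 count gave 2 and 20, and the other alternatives that left out no library gave 0. For Old UA vs Young, where 350 were reported, DESeq2 gave 582, a total of at least 1 count 789 and all 18 columns 533. The causes of the differences were not tested, except for the low-count filter and the copied columns.

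Leaving out each library in turn gave 102 to 344 rows for Old vs Young, 0 to 42 for Old UA vs Old, 0 to 1 for Young UA vs Young, 112 to 448 for Old UA vs Young and 0 to 5 for the interaction. The share of age-related rows reversed in Old UA was 45.4% to 74.4%. It moved by less than the SD between Old UA libraries under all 23 alternatives, and it was 49.2% with the run of library numbers as a term and 42.9% with separate Old libraries.

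The low-count filter changed the calls through the tool. Without the filter, 368 rows were added to the calls of Old vs Young, and each of them had a total of at least 10 counts and had been tested under both filters. The median prior degrees of freedom in edgeR were 10.8 with filterByExpr, 79.0 with a total of at least 10 and infinite with a total of at least 1. More rows with few counts may therefore have lowered the p-values of rows with many. The bias-adjusted fit had 24.2 and called 184 rows in Old vs Young, of which 178 were among the 271. It called 238 in Old UA vs Young and 1 in Old UA vs Old. In simulated counts of Old vs Young (37774 rows) it called 5 unchanged rows beside 136 changed rows, against 23 and 146 for the reported fit.

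The copied columns may account for the larger count from all 18 columns. Copying any 1 Young and any 1 Old library raised the Old vs Young count above 271 in 15 of 15 combinations, to between 583 and 1085. The combination of Young replicate 1 and Old replicate 2, with 702 rows, is the set of 18 columns as deposited and so is not a separate test.

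The sign of a principal component is arbitrary, and scores were turned so that old libraries were higher on average. Under 3 of 5 alternatives (500 or 2000 rows, or counts at equal depth) the Old minus Young difference on the first component had an exact permutation p of 0.0179 to 0.0357, which was 0.143 to 0.267 after Benjamini-Hochberg adjustment over 8 tests. From all 18 columns the adjusted p was 0.0381, but this counts the copied columns as separate mice. With log2 CPM in place of variance-stabilised counts the first component was another axis, on which the difference was -12.7 (exact permutation p = 0.411). This component followed the number of rows detected (Pearson r -0.98 and Spearman rho -0.97, -0.97 for r without the 2 libraries farthest from the median, permutation p = 1e-05, the smallest 100000 resamples can give) and the second component held the Old minus Young difference (26.5, exact permutation p = 0.0179). All 5 alternatives to the principal components were chosen after seeing the data.

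The restriction to the groups in the contrast does not apply to the interaction, which uses all groups. Leaving out genes of mitochondrial DNA, correcting for GC content and gene length, and the alternatives for gene lists and named genes were not run, because the files do not pair rows with genes. No paired analysis was possible because the replicate numbers were given in accession order and pair no mice. The simulated changes were made only in rows of at least 1 CPM, so how much of a change is recovered in rows with fewer counts at this depth was not measured.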

Other observations

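The tests of rows detected against library size, of row 361 against the run of library numbers, of the reversed share over other splits, of age-related rows in the UA libraries, of all old against all young libraries on the first component, of the spread by group and of the redrawn libraries were chosen only after the result was seen.

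Other splits of the same libraries were counted for each contrast. For Old vs Young, 3 of 56 splits gave at least 271 rows, the real split included, and 9 of 56 gave at least 3745 rows at an unadjusted p under 0.05, so these counts do not exclude chance at 0.05. The other 2 splits with at least 271 rows kept all Young libraries together, with Old replicates 3 and 4 (516 rows) or Old replicates 2 and 6 (351 rows) on their side, so they set old libraries against a mixture of young and old. Other values argue against chance as the source of the age difference as a whole. In Old UA minus Young UA, which uses no Young or Old library, 267 of the 271 rows had the direction of Old vs Young, and 1 of the 56 splits of those 8 libraries gave as many (one-sided exact permutation p = 0.0179, the smallest the splits can give; the next split gave 264). On the first principal component all 8 young libraries lay at or below -7.53 and all 8 old libraries at or above 1.35 (two-sided exact permutation p = 0.000155, the smallest that 12870 splits can give). How many of the 271 rows are called by chance is not settled by these values.

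For Old UA vs Old, 38 of 56 splits gave at least 1 row and 30 of 56 gave at least 2925 rows at an unadjusted p under 0.05, so chance cannot be excluded. The largest count among these splits was 839, with Old replicates 3 and 4 and Old UA replicate 1 against the other 5 old libraries. All 3 old libraries of the second run of library numbers were among those 5, beside 2 of the first run. The split that follows the runs exactly (Old replicate 6 and Old UA replicates 2 and 3 against the others) gave 9 rows, which argues against the runs as the source of the 839. It gave more rows than the real split. With the run as a term, Old UA vs Old had 4 rows, and the run term itself had 3. For Young UA vs Young, 56 of 56 splits and for the interaction 50 of 50 drawn assignments gave at least the 0 rows reported, so these counts exclude nothing. At an unadjusted p under 0.05, 16 of 56 splits gave at least 1711 rows for Young UA vs Young, and 5 of 50 assignments gave at least 3282 for the interaction, where the other assignments had a median of 2258, so chance cannot be excluded for either. For Old UA vs Young, 1 of 10 splits gave 350 rows and the other 9 gave at most 2. With 10 splits the share cannot go below 0.1, so the count of splits alone cannot exclude chance.

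The share of age-related rows reversed in Old UA, 58.7%, was matched or exceeded in 38 of 56 splits of the old libraries, so chance cannot be excluded. The Old libraries shared by both contrasts are a candidate explanation for a share above 50%. In simulations with all libraries redrawn and no UA difference, sharing gave a mean of 69.0%, and among the other splits, which share libraries in the same way, the median share was 70.4%. Both are above the observed share. With separate Old libraries the share was 42.9%, but it ranged from 24.3% to 72.7% over the ways of dividing them. None of these comparisons shows a reversal beyond what sharing gave. With 5 Old and 3 Old UA libraries they cannot exclude one either.

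For row 361, the log2 fold change was 1.49 with the run of library numbers as a term, and the call was kept (edgeR adjusted p = 0.0294, range over the alternatives 1.99e-08 to 0.445). This argues against the run as the whole source. A difference due to UA stays open, as does chance, since most other splits called a row too.

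The number of rows with a count differed widely within groups. At an equal depth of 16470313 counts it was 37887 in Old replicate 2 and 26318 in Old replicate 4, a range of 11569 over all libraries, which argues against library size. The 12 libraries of the first run of library numbers covered the same range and did not differ from the 4 of the second (exact permutation p = 0.597), which argues against the run. In the 3 contrasts of 3 against 5 libraries, the rows detected differed by less than the spread between replicates (exact permutation p from 0.232 to 0.607, 0.893 to 0.934 after Benjamini-Hochberg adjustment over 20 tests of library measures). Low-level RNA or DNA from outside mature transcripts was not tested, because rows are not paired with genes, and no biological explanation was tested.

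Libraries of old mice lay farther from their group mean than libraries of young mice. The mean squared deviation of log2 CPM over 20428 rows was 0.253 ± 0.0520 (SD, n = 8) in old and 0.177 ± 0.0247 (SD, n = 8) in young libraries (two-sided exact permutation test, p = 0.00233). By group it was 0.279 ± 0.0426 (SD, n = 5) in Old and 0.177 ± 0.0215 (SD, n = 3) in Young (exact permutation p = 0.0179). Old UA stood at 0.211 ± 0.0393 (SD, n = 3) and Young UA at 0.177 ± 0.0289 (SD, n = 5), which did not differ (exact permutation p = 0.232), and Old UA replicates 2 (0.199) and 3 (0.179) lay inside the range of the young libraries (0.145 to 0.214). Old UA and Old did not differ at the threshold either (exact permutation p = 0.0893), and the age difference in spread was not shown to depend on UA (interaction, exact permutation p = 0.111). The pooled difference stayed at equal depth (exact permutation p = 0.000155), in the 6890 rows of at least 10 CPM (exact permutation p = 0.000155, a ratio of 2.32) and without Old replicate 4, which deviated most (exact permutation p = 0.0042). These values argue against library size, rows with few counts and Old replicate 4 as the sole source. Leaving out another old library was not tested, including Old replicate 1, which lay farthest on the first principal component (24.5). Dixon's test over 26 sets of library values in the Young UA and Old groups marked no library as far from the others. A larger difference between old mice may be the source, as a hypothesis. Differences in tissue sampling or in library preparation were not tested and stay open.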
